# The influences of PRG-1 on the expression of small RNAs and mRNAs

**DOI:** 10.1186/1471-2164-15-321

**Published:** 2014-04-30

**Authors:** Jia-Jia Wang, Dong-Ya Cui, Tengfei Xiao, Xubin Sun, Peng Zhang, Runsheng Chen, Shunmin He, Da-Wei Huang

**Keywords:** *C. elegans*, miRNAs, 21U-RNAs

## Abstract

**Background:**

In metazoans, Piwi-related Argonaute proteins play important roles in maintaining germline integrity and fertility and have been linked to a class of germline-enriched small RNAs termed piRNAs. *Caenorhabditis elegans* encodes two Piwi family proteins called PRG-1 and PRG-2, and PRG-1 interacts with the *C. elegans* piRNAs (21U-RNAs). Previous studies found that mutation of *prg-1* causes a marked reduction in the expression of 21U-RNAs, temperature-sensitive defects in fertility and other phenotypic defects.

**Results:**

In this study, we wanted to systematically demonstrate the function of PRG-1 in the regulation of small RNAs and their targets. By analyzing small RNAs and mRNAs with and without a mutation in *prg-1* during *C. elegans* development, we demonstrated that (1) mutation of *prg-1* leads to a decrease in the expression of 21U-RNAs, and causes 35 ~ 40% of miRNAs to be down-regulated; (2) in *C. elegans*, approximately 3% (6% in L4) of protein-coding genes are differentially expressed after mutating *prg-1*, and 60 ~ 70% of these substantially altered protein-coding genes are up-regulated; (3) the target genes of the down-regulated miRNAs and the candidate target genes of the down-regulated 21U-RNAs are enriched in the up-regulated protein-coding genes; and (4) PRG-1 regulates protein-coding genes by down-regulating small RNAs (miRNAs and 21U-RNAs) that target genes that participate in the development of *C. elegans*.

**Conclusions:**

In *prg-1*-mutated *C. elegans*, the expression of miRNAs and 21U-RNAs was reduced, and the protein-coding targets, which were associated with the development of *C. elegans*, were up-regulated. This may be the mechanism underlying PRG-1 function.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-321) contains supplementary material, which is available to authorized users.

## Background

Small non-coding RNAs, including microRNAs (miRNAs), Piwi-interacting RNAs (piRNAs), endogenous-siRNAs (endo-siRNAs) and others, play important roles in controlling gene expression. These small RNAs interact with different types of Argonaute proteins to form complexes, such as the RNA-induced silencing complex (RISC) [1–4]. These complexes recognize target genes via complementary base pairing and regulate the target genes’ expression. 

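Levels of 22 listed genes of Argonautes, the proteins that hold small RNAs in these complexes, were examined in the *prg-1* mutant. Its poly(A) RNA from whole worms was sequenced in 1 library at each of L1, L2, L3 and L4. Levels are given as FPKM, fragments per kilobase of transcript, scaled to the mapped fragments of the library. The 95% interval of the authors' Cufflinks files is in parentheses. Of the 22 genes, 17 reached an FPKM of at least 1 at L3 or L4. *alg-1*, an Argonaute of the miRNA pathway, stood at 61.6 (59.1 to 64.7) at L1, 68.0 (65.4 to 71.2) at L2, 52.2 (50.2 to 54.8) at L3 and 50.5 at L4. Its relative *alg-2* stood at 32.4, 33.2, 24.0 and 23.0 FPKM in the same order. *csr-1*, which acts in the germline with 22G-RNAs, was higher at each later stage, at 8.64 (7.58 to 9.70), 15.0, 21.2 (19.4 to 22.9) and 39.6 FPKM. *wago-1* followed the same order at 6.86, 11.6, 15.3 and 29.8 FPKM. *nrde-3*, which carries siRNAs into the nucleus, ran the other way at 18.5 (16.9 to 20.1), 13.4 (12.1 to 14.8), 10.7 (9.54 to 11.8) and 9.17 FPKM, and *ergo-1*, which binds 26G-RNAs, was highest at L1 with 28.4 FPKM. *alg-3* (listed as T22B3.2) and *alg-4* (listed as *tag-76*), known from spermatogenesis, stayed below 1 FPKM, with 0.589 (0.312 to 0.867) and 0.477 (0.140 to 1.09) at L4. At L4 against L3, *wago-2* (4.79 and 10.9 FPKM at L3 and L4, a pseudogene in the reference annotation) and *wago-4* (2.91 and 7.40 FPKM) were more than 2-fold higher with intervals that did not overlap, and none of the 22 was lower by that rule. The median log2 difference of the 22 genes between L3 and L4 was 0.52, above the medians of all 10000 random lists of the same size and mean expression (0.87 with a pseudocount of 0.1 in place of 1). In these whole worms the list of 30 germline and oogenesis genes had a median of 0.86 at the same step, with 12 members higher. The intervals cover error within a library only, and no difference between stages has a replicate check.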

The *Caenorhabditis elegans* genome is currently known to encode 24 Argonaute proteins [5], which are divided into three subcategories based on homology and the small RNAs with which they interact: (1) PIWIs, which interact with the 21U-RNAs, or piRNAs; (2) Argonautes, two of which have been shown to interact with miRNAs, and two of which have been shown to interact with 26G-RNAs; and (3) the worm Argonautes (WAGOs), which interact with 22G-RNAs [6–16].

In *C. elegans*, two Piwi-related proteins, PRG-1 and PRG-2, have been identified. 

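In the files of the *prg-1* mutant, *prg-1* (D2030.6) is listed on chromosome I from 7585324 to 7588367, and the annotation places it on the reverse strand, where its listed span shares 4 bases with the next gene, D2030.12. *prg-2* (C01G5.2), a close relative, is listed on chromosome IV from 6526724 to 6529802 and is catalogued as a pseudogene in the reference annotation. Both were detected in the mutant libraries. *prg-2* stood at 4.90 FPKM (95% interval 3.89 to 5.86) at L1, 6.81 (5.52 to 7.92) at L2, 9.95 (8.27 to 11.6) at L3 and 19.5 (16.7 to 20.8) at L4. Reads from near-identical parts of *prg-1* and *prg-2* could be assigned to either gene, so both levels are uncertain. Each file holds 1 value per gene, so these levels do not show which exons were transcribed.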

Loss of PRG-1 can cause germline defects and temperature-sensitive sterility [8, 17]. 21U-RNAs, the piRNAs of *C. elegans*, are precisely 21 nucleotides long which are shorter than piRNAs in flies and mammals, have a bias for uracil 5′ monophosphate and have a modified 3′ end that resists periodate-degradation [7, 8, 18–22]. 21U-RNAs are expressed in the germline. Their genomic loci disperse in two broad regions of chromosome IV [18], and their accumulation depends on the wild-type activity of PRG-1. 

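The gene tables of the *prg-1* mutant list 15351 21U-RNA loci, each 21 bases long. Of these, 14702 (95.8%) lie on chromosome IV, 202 on chromosome V, 162 on chromosome X, 109 on chromosome II, 98 on chromosome I and 78 on chromosome III. On chromosome IV, 2816 loci lie between 4.5 and 7.0 Mb and 11551 between 13.5 and 17.5 Mb, the stretches in which every 0.5-Mb interval holds at least 100 loci. These stretches hold 19.2% and 78.6% of the loci of chromosome IV. The submitters' processing notes name genome build ce10, and the start and end of all 15351 loci are those of the WBcel235 annotation. Of the 19519 protein-coding genes in the same files, 2407 have the start and end of that annotation. Listed gene ends can also differ between annotation versions, and the version used is not given. That share therefore does not tell the build of the gene coordinates. All 15351 loci are listed at 0 FPKM in each of the 4 mRNA libraries, which were made from poly(A) RNA and did not sample 21-base RNAs, so these files give no level of any 21U-RNA.

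**Figure D1:**
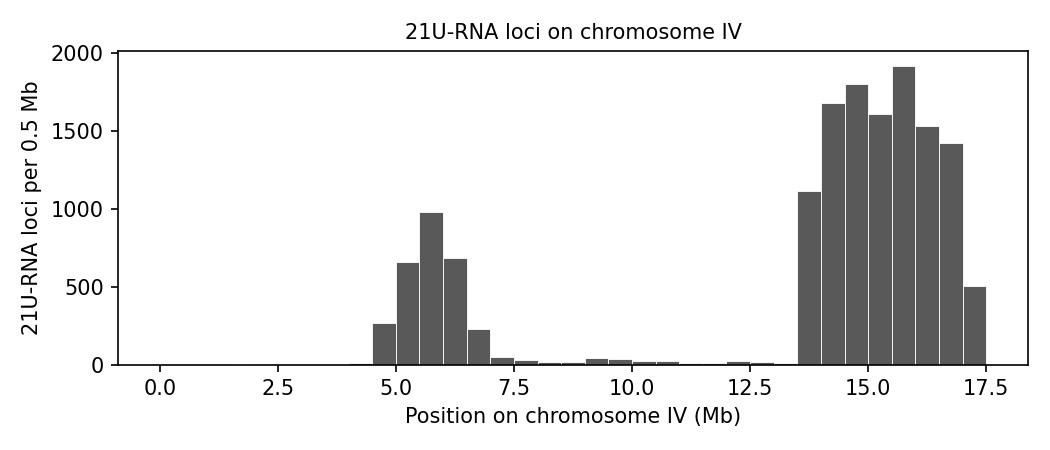
Number of 21U-RNA loci in each 0.5-Mb interval of chromosome IV (position in Mb on the horizontal axis, loci per interval on the vertical axis, 1 bar per interval). The bars stand in a smaller group between 4.5 and 7.0 Mb and a larger group between 13.5 and 17.5 Mb.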

Mutation of *prg-1* causes decreased expression of 21U-RNAs [8, 17].

*C. elegans* has complex interactions within its regulatory network. We would therefore expect, that some small RNAs other than 21U-RNAs, such as miRNAs and endo-siRNAs, are influenced directly or indirectly by PRG-1. To study whether PRG-1 can influence the expression of other small RNAs and regulate protein-coding genes via small RNAs, we extracted small RNAs from six developmental stages (embryo, L1, L2, L3, L4 and young adult) and mRNAs from four developmental stages (L1, L2, L3 and L4) of *prg-1*-mutant *C. elegans* for high-throughput sequencing. We obtained wild-type data of small RNAs and mRNAs from the corresponding stages from the NCBI database [8, 23]. We analyzed the wild-type and mutant *prg-1* data and demonstrated the function of PRG-1.

## Results

We extracted small RNAs from six developmental stages (embryo, L1, L2, L3, L4, and young adult) and mRNAs from four stages (L1, L2, L3 and L4) of *prg-1* mutants. High-throughput sequencing of small RNA samples produced 52,363,338 reads that mapped to the *C. elegans* genome. Sequencing of mRNA samples produced 48,257,011 mappable reads. 

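The mRNA set analysed here holds 4 libraries of the *prg-1* mutant (*wm161*), 1 each from L1, L2, L3 and L4 whole worms grown at 20°C, made from RNA selected by its poly(A) tail. The gene the strain is named for was still detected in every library. *prg-1* stood at 11.0 FPKM (95% interval 9.72 to 12.3) at L1, 11.7 (10.3 to 13.0) at L2, 13.0 (11.5 to 14.4) at L3 and 23.6 (21.6 to 25.6) at L4, and a value for the whole gene does not check the genotype, since it does not separate a transcript of the altered allele from that of the intact gene. The authors mapped the reads with TopHat2 (2.0.8) and estimated FPKM with Cufflinks (2.1.1), according to the submitters' notes. Each file lists 46096 genes with an FPKM, a 95% interval and a status, of which 19519 are protein-coding by the reference annotation. FPKM removes depth from the values, but genes at low levels keep the steps of single reads. From genes below 1 FPKM, the depth at L2, L3 and L4 was 1.005, 1.038 and 1.053 times that at L1. Scaled to the 11794170 mappable reads that Table 1 of the paper gives for L1, this makes 11858672, 12237855 and 12417159 reads, beside the paper's 11842726, 12222134 and 12397981. Across the 19519 protein-coding genes, which are not independent replicates, Spearman's rho between libraries ranged from 0.925 (L1 and L4) to 0.961 (L2 and L3). With 1 library per stage no test between stages was made, and genes were compared by a fixed rule of size. Estimates that failed carry a status of their own and are listed at 0. They numbered 18 at L1, 26 at L2, 35 at L3 and 41 at L4 and include abundant genes such as the ribosomal protein gene *rps-2* at L2. The FPKM lies outside its own interval in 2191, 2287, 2287 and 2325 genes, in the same order. The wild-type libraries that the paper compared with came from another study and were not analysed here.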

The numbers of small RNA and mRNA reads there were generated at each stage are shown in Table 1.

**Table 1:** **Summary of the RNA-seq data**

Stage	Mappable reads	
	Small RNA	mRNA
Embryo	8,056,943	
L1	8,867,568	11,794,170
L2	8,632,646	11,842,726
L3	8,970,579	12,222,134
L4	8,941,933	12,397,981
Young adult	8,893,669	
Total reads	52,363,338	48,257,011

The reads of small RNAs for six stages (embryo, L1, L2, L3, L4, and young adult) and mRNAs for four stages (L1, L2, L3, and L4) in the *prg-1* mutant.

### The influence of PRG-1 on the composition of small RNAs

In *C. elegans*, small RNAs can be classified by their Argonaute-binding partners [24]. The expression of small RNAs, including miRNAs and 21U-RNAs, changes during development [25]. To test whether the composition of small RNAs in different stages are affected by PRG-1, we analyzed the composition of small RNAs with and without a *prg-1* mutation.

In wild-type *C. elegans* (Figure 1A), the percent of small RNAs that are 21U-RNAs gradually increased along with development, from 0.72% in L1 to 7.16% in young adults. However, the expression of 21U-RNAs decreased from L1 to L2; and the reasons behind this differential expression are described below. Like the 21U-RNAs, the proportion of 22G-like small RNAs, which are 22 nucleotides long and have a 5′-G, gradually increased from 0.08% in L1 to 0.37% in young adults. Along with the development, 21U-RNAs and 22G-like small RNAs Spearman’s rank correlation is 0.771. This indicated that 21U-RNAs and 22G-like small RNAs may have a positive correlation.

**Figure 1:**
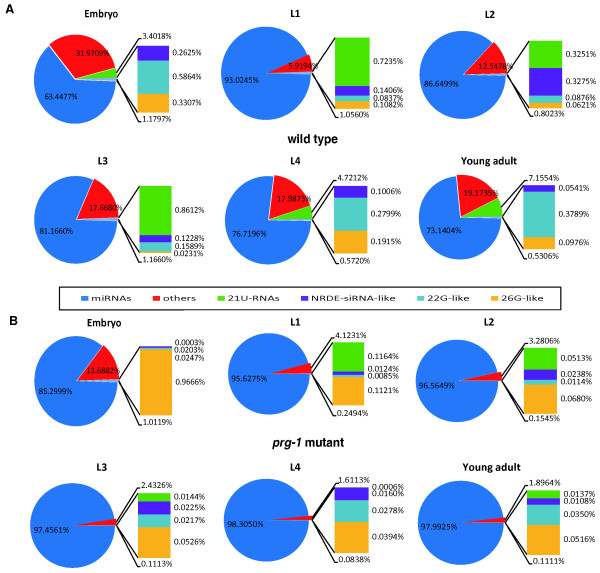
**The small RNA compositions of each stage in wild type and the** ***prg-1*** **mutant. (A)** The proportion of different types of small RNAs in six developmental stages of the wild type. **(B)** The proportion of different types small RNAs in six developmental stages of the *prg-1* mutant. “others” include rRNAs, tRNAs, snoRNAs and small RNA precursors and degradation products.

However, 21U-RNAs could barely be detected in *prg-1* mutants (Figure 1B), which was consistent with previous reports. Interestingly, 22G-like small RNAs also tended to increase throughout the growth period, but the rate of increase was smaller than in the wild type.

miRNAs were highly expressed and had absolute dominance in all developmental stages in the wild type and *prg-1* mutant. The proportion of small RNAs that were 26 nucleotides long and had a 5′-G, termed 26G-like small RNAs, decreased gradually during early development. Inversely, these RNAs exhibited a slight increase in late development. In wild type, the Spearman’s correlation of 22G-like small RNAs and 26G-like small RNAs is 0.486, so there is weaker correlation between 22G-like small RNAs and 26G-like small RNAs.

### Mutation of *prg-1* induced a decrease in 35 ~ 40% of miRNAs

miRNAs are well characterized in *C. elegans*[18, 24–29]. Mature miRNAs associate with the Argonautes proteins ALG-1 and ALG-2 [9]. However, it is not clear whether PRG-1 affects miRNAs. To explore whether mutation of *prg-1* affected miRNAs, we used the miRDeep2 program [30] to identify known miRNAs from all developmental stages. DEGseq [31] and GFOLD [32] were used to analyze miRNA expression at the same developmental stages in the presence or absence of a *prg-1* mutation, and the differential expression miRNAs were defined in ‘Methods’.

Approximately 50% of the known miRNAs exhibited changes in expression at the same stage when in the presence and absence of a *prg-1* mutation (Additional file 1: Table S1). At each stage, 35% ~ 40% of miRNAs showed a decrease (Figure 2A). The results indicated that PRG-1 affects miRNA expression. Many known miRNAs were decreased in the *prg-1* mutant. Therefore, PRG-1 plays an important role in regulating miRNA expression.

**Figure 2:**
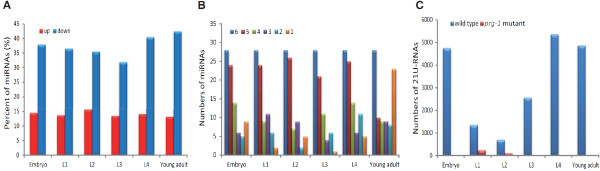
**Differential expression of miRNAs and 21U-RNAs in each stage with and without the** ***prg-1*** **mutation. (A)** The proportion of changed miRNAs in six stages. “up” indicates that the expression was up-regulated more than twofold after *prg-1* mutation; and “down” indicates that the expression was down-regulated more than twofold after *prg-1* mutation. **(B)** All miRNAs were classified by the number of times (1 ~ 6) that a miRNA was decreased in different stages. The time distribution of the down-regulated miRNAs is shown for each stage. For example, the red bar shows the number of the down-regulated miRNAs that were down-regulated in five stages. Most of the down-regulated miRNAs were down-regulated in five or six stages after mutation of *prg-1*. Thus, the decrease in the miRNA levels was independent of the developmental stage. **(C)** The numbers of expressed 21U-RNAs in six stages of wild type and *prg-1* mutant.

The read count of each miRNA differs between developmental stages; therefore it is reasonable to conclude that miRNA expression is stage-specific [25]. As mentioned above, some miRNAs exhibited a decrease in each stage after mutation of *prg-1*. The decreased miRNAs were stage-specific or general. To determine whether the effect of PRG-1 on miRNAs at different stages was specific, we performed further analysis of the decreased miRNAs in six stages. As exhibited in Figure 2B, most down-regulated miRNAs are shown to decrease in all developmental stages or in five stages. That is, in different developmental stages, the down-regulated miRNAs were almost identical. This result indicated that the influence of PRG-1 on miRNAs was independent of the developmental stage.

We selected the targets of the miRNAs which were down-regulated in all developmental stages and analyzed the functions of these targets by DAVID [33, 34]. We found that these targets were related with the growth and mitochondrion (Additional file 2: Figure S1), and the outcome was similar to GO analysis section below.

### 21U-RNAs are expressed at low levels in the *prg-1* mutant

21U-RNAs, another class of *C. elegans* non-coding small RNAs, specifically bind PRG-1 to form a complex that is important for germline function and fertility [8]. There have been reports that PRG-1 was required for the accumulation of 21U-RNAs [8]. In our data, known 21U-RNAs were identified based on the list of 21U-RNAs by Bagijn *et al*. [35], and novel 21U-RNAs (Additional file 3) were predicted using the criteria described by Bagijn *et al.*[35]. The levels of nearly all 21U-RNAs at each stage were dramatically reduced by the *prg-1* mutation. As presented in Figure 2C, 21U-RNAs are expressed at low levels in six stages after the mutation of *prg-1*. Especially in L3-L4, when 21U-RNAs accumulate, 21U-RNA expression could not be detected. This result demonstrated that PRG-1 affected the expression and accumulation of 21U-RNAs, which supported previously published results.

### The expression of miRNAs and 21U-RNAs during development

During *C. elegans* development, individual miRNAs have dynamic expression patterns [25]. The expression of 21U-RNAs also changes during development [8, 25]. To examine the entire range of expression of miRNAs and 21U-RNAs during *C. elegans* development in the wild type and the *prg-1* mutant, we parsed the expression changes of miRNAs and 21U-RNAs between adjacent developmental stages.

As observed in Figure 3A and B, ~68% of known miRNAs did not show a change between adjacent development stages, approximately 205 miRNAs were expressed in both adjacent periods (Additional file 1: Table S2). Moreover, in the *prg-1* mutant, expression of ~87% of the miRNAs did not differ significantly during development. The adjacent stages expressed approximately 214 miRNAs (Additional file 1: Table S2).

**Figure 3:**
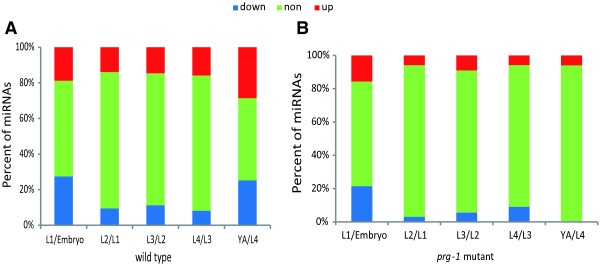
**Differential expression of miRNAs and 21U-RNAs between adjacent developmental stages.** The percent of differentially expressed miRNAs in the **(A)** wild type and **(B)** *prg-1* mutant between adjacent stages. “up” indicates that the expression (for example, L1/Embryo) was more than two-fold higher in later stages; "down" indicates that the expression (for example, L1/Embryo) was more than two fold lower in later stages; and “non” indicates that the expression between adjacent stages was up-regulated and down-regulated by less than twofold.

The expression of 21U-RNAs increased during development in wild-type *C. elegans* (Figure 2C). However, some 21U-RNAs were not expressed from the L4 to young adult stage. This phenomenon suggested that some 21U-RNAs were not needed in the mature organism; therefore, 21U-RNAs ceased being expressed and were gradually degraded. In the *prg-1* mutant, few 21U-RNAs could be detected, and those that were detected were low.

The general trend of 21U-RNAs is that the types gradually increase and that their expression increases during development in the wild type.

### Of the 3% of protein-coding genes that were substantially altered, approximatley 60 ~ 70% were up-regulated

PRG-1 influences the *C. elegans* reproductive phenotype, and phenotypic changes are directly dependent on the expression of protein-coding genes. Therefore, we expected to find some changes in gene expression in the *prg-1* mutant. To study whether PRG-1 affected the expression of protein-coding genes, the mRNA expression in four stages (L1-L4) with and without a mutation in *prg-1* were analyzed. 

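In the *prg-1* mutant, transcripts of 16382 protein-coding genes were detected (FPKM above 0) at L1, 15845 at L2, 15599 at L3 and 16092 at L4. That bound takes in genes with very few reads. At an FPKM of at least 1 the counts were 12475, 12400, 12307 and 12563, with L4 and not L1 the highest. The paper's Table S3, which belongs to its comparison of mutant with wild type, gives 16111, 15998, 15976 and 16220 total genes at these stages, a set that need not be the one counted here from the mutant alone. In all 4 libraries together 14204 protein-coding genes were detected, 72.8% of those annotated, and 17708 were detected in at least 1. The ribosomal protein gene *rpl-24.1*, the highest protein-coding gene at L1, stood at 8173 FPKM (95% interval 8169 to 8416) at L1, 6107 (6090 to 6297) at L2, 7253 (7252 to 7472) at L3 and 5937 (5913 to 6121) at L4, and *rps-28* at 6217, 4607, 5207 and 4865 FPKM. *dct-16* was the highest protein-coding gene at L3 and L4 with 8669 (8559 to 8966) and 8709 (8612 to 9007) FPKM, and stood at 4807 and 4350 at L1 and L2. *asp-1*, an aspartic protease of the intestine, stood at 6134, 4853, 6331 and 6593 FPKM, each a little below its own interval. The cuticle collagen gene *col-10* stood at 3388, 6061, 4921 and 4957 FPKM, all above their own intervals, so that its level is uncertain. At L2 the highest value of a protein-coding gene, 9381 FPKM, is that of C05G5.7 and lies far above its own interval of 224.4 to 300.5. The median detected gene stood at 6.40, 7.16, 6.98 and 6.90 FPKM, and 1092, 1062, 1096 and 1091 genes stood at 100 FPKM or more. The paper compared these libraries with wild-type libraries of the same stages. The wild-type side was not analysed here, so neither the number nor the direction of those differences was computed.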

We found that in L1-L4, 3.62%, 3.58%, 3.53% and 6.00%, respectively, of protein-coding genes were differentially expressed (Additional file 1: Table S3). Approximately 60 ~ 70% of the differentially expressed genes were up-regulated at each stage (Figure 4).

**Figure 4:**
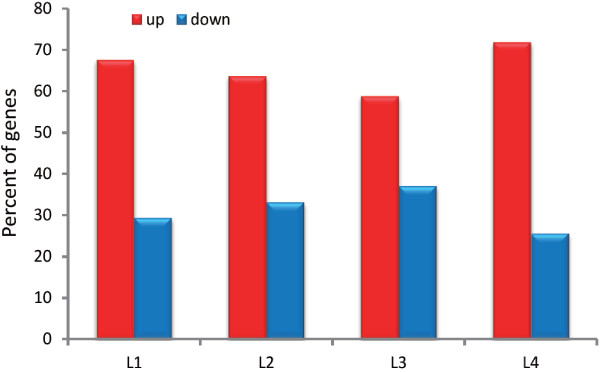
**Differentially expressed protein-coding genes after** ***prg-1*** **mutation.** The proportion of up- and down-regulated protein-coding genes that were significantly changed (P < 0.05, q < 0.01 of Storey) after *prg-1* mutation is shown.

### The target genes of down-regulated small RNAs were up-regulated

miRNAs are small RNAs that regulate protein-coding genes, and 21U-RNAs are reported to participate in regulating protein-coding genes [35]. In our study, miRNA and 21U-RNA expression was reduced after mutation of *prg-1*, and we speculated that the reduction in small RNA expression led to the elevation of expression of protein-coding genes. To verify whether the target genes of the down-regulated small RNAs were up-regulated, we analyzed the target genes of the down-regulated miRNAs and 21U-RNAs in four stages.

The results (Figure 5 includes P values from T-tests) indicated that the target genes of the down-regulated miRNAs and 21U-RNAs had higher expression in the same stages after mutation of *prg-1*. These findings suggest that PRG-1-dependent small RNAs affect the expression of protein-coding genes.

**Figure 5:**
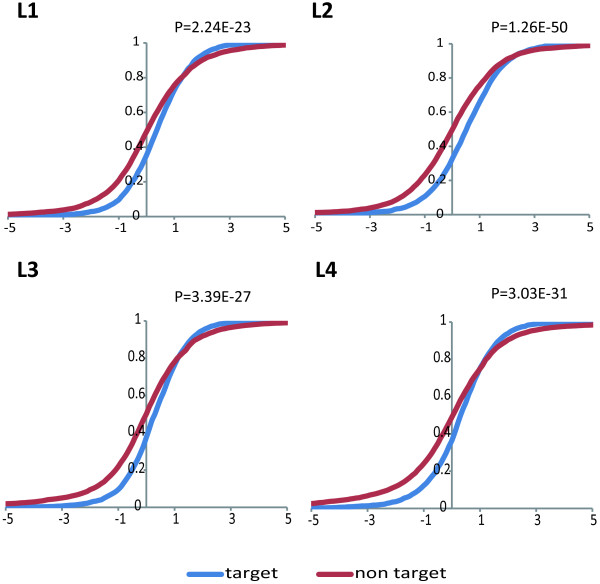
**The cumulative distribution of the targets of the down-regulated miRNAs and 21U-RNAs.** The cumulative distribution of the target and non-target genes of the down-regulated miRNAs and 21U-RNAs in L1-L4 indicated that the expression of the target genes was increased compared with that of non-target genes after *prg-1* mutation.

### Significantly up-regulated genes were enriched with the substantially altered target genes of the down-regulated miRNA and 21U-RNAs

The *prg-1* mutation led to a significant increase in the expression of some protein-coding genes. Meanwhile, the target genes of the down-regulated miRNA and 21U-RNAs were up-regulated. Therefore, we explored whether the up-regulated genes were induced by the down-regulated miRNAs and 21U-RNAs. The enrichment of the differentially expressed target genes that were regulated by the down-regulated miRNAs and 21U-RNAs within the substantially up-regulated protein-coding genes was calculated.

As seen in Figure 6A, the substantially up-regulated protein-coding genes were enriched with the differentially expressed target genes of the down-regulated miRNAs and 21U-RNAs (P values from Fisher’s exact test are shown in the figure). Of the up-regulated protein-coding genes, ~30% (Figure 6B) were up-regulated target genes. Namely, the *prg-1* mutation increased gene expression, and the down-regulation of miRNAs and 21U-RNAs was the cause of the increased gene expression in 1/3 of the substantially up-regulated protein-coding genes.

**Figure 6:**
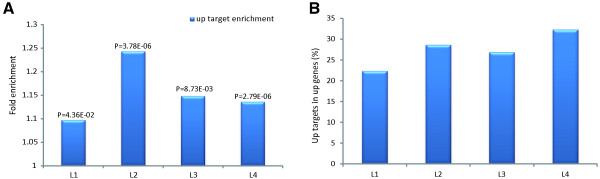
**The substantially increased protein-coding genes were enriched with targets of the down-regulated miRNAs and 21U-RNAs. (A)** The up-regulated genes were enriched with the differentially expressed target genes of the down-regulated miRNAs and 21U-RNAs at the corresponding stages. P values were calculated using Fisher’s exact test. **(B)** The percentage of up-regulated targets among the up-regulated protein-coding genes in the corresponding stages.

### PRG-1-dependent small RNAs participated in *C. elegans* development

Mutation of *prg-1* can affect small RNAs, thereby influencing the expression of their target genes. Alterations in the expression of target genes may change certain biological processes. To study how *prg-1* affects the *C. elegans* biological phenotype, GO analysis [33, 34] was performed for the up-regulated genes that were targets of the down-regulated miRNAs and 21U-RNAs in each stage.

The results (Figure 7) indicated that these target genes from different stages were all enriched in the biological processes related to growth and development. For example, some target genes were enriched in ‘determination of adult life span’ in L1. Target genes were also enriched in ‘regulation of multicellular organism growth’ in L2 and L4, as well as in ‘larval development’ in the L2 stages. Together, these findings illustrated that PRG-1-related protein-coding genes were involved in *C. elegans* development. If PRG-1 was expressed at normal levels, miRNAs and 21U-RNAs would be expressed normally, and their target genes would maintain normal levels of expression. Under these conditions, *C. elegans* would develop into a typical mature individual. In L3 and L4, these up-regulated genes were also enriched in the biological processes of transcription and RNA metabolism. In L3 in *C. elegans*, a large number of small RNAs, such as 21U-RNAs and 22G-RNAs, are produced, and the regulatory functions of small RNAs are reinforced. Both of these behaviors require a large number of transcriptional events. Therefore, these requirements explain the enrichment of genes involved in transcription- and RNA metabolism-related biological processes in the L3 and L4 stages.

**Figure 7:**
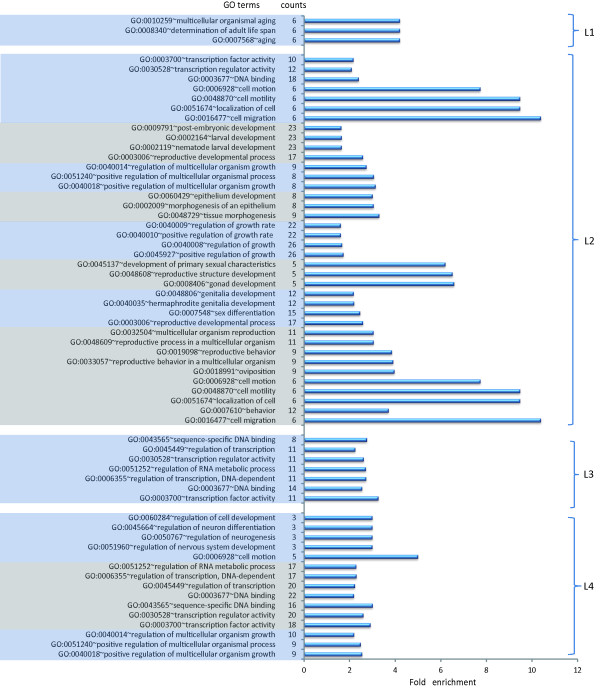
**GO analysis for the up-regulated targets of the down-regulated miRNAs and 21U-RNAs.** GO analysis was performed for the up-regulated target genes (P < 0.05, q < 0.01 of Storey) of the down-regulated miRNAs and 21U-RNAs. The GO terms were selected from clusters with a cluster enrichment score greater than 1 and P < 0.05. Counts indicate the genes in GO terms. Each color indicates one cluster.

### Three cases of verified, decreased miRNA targets

We systematically analyzed the function of the predicted target genes of the down-regulated miRNAs via DAVID and found that these target genes were related to development. Then, we downloaded the verified miRNA targets from the miRTarBase website [36] and selected three examples of target genes of the decreased miRNAs for analysis. miR-63-3p, miR-66-5p, miR-87-3p, miR-233-3p and miR-234-3p were decreased in the L1-L4 stages in the *prg-1* mutant. 

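K06A9.1 was expressed at all 4 larval stages of the *prg-1* mutant. It is listed on chromosome X from 1547505 to 1560558, on the forward strand in the annotation, and no other listed gene overlaps it. Its level was 27.0 FPKM (95% interval 25.2 to 28.9) at L1, 35.7 (33.5 to 38.0) at L2, 24.6 (22.8 to 26.4) at L3 and 22.0 (20.4 to 23.7) at L4. The interval at L2 lies above the other 3, and that of L3 overlaps those of L1 and L4. Among detected protein-coding genes it ranked 3433 of 16382 at L1, 2731 of 15845 at L2, 3577 of 15599 at L3 and 3983 of 16092 at L4. These are levels in the mutant alone, with 1 library per stage. Wild-type levels of the gene were not analysed here.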

At the same time, their target, K06A9.1, displayed more than two-fold up-regulation (Figure 8). GO identified K06A9.1 as an intrinsic component of the membrane (GO:0031224). miR-60-3p was decreased in L1, L3 and L4, and its target, K12H4.4, had a greater than two-fold increase in the corresponding stages. miR-80-3p was down-regulated in L2-L4, and the expression of its target, B0361.9, increased more than two-fold after the mutation of *prg-1*. 

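K12H4.4 and B0361.9 were also expressed at each larval stage of the *prg-1* mutant. K12H4.4, named *spcs-3* in the reference annotation, is listed on chromosome III from 8045015 to 8045953. It stood at 50.8 FPKM (95% interval 44.7 to 57.1) at L1, 38.6 (33.4 to 44.0) at L2, 39.2 (33.9 to 44.6) at L3 and 45.2 (39.5 to 51.0) at L4. The interval at L1 lies just above those at L2 and L3, and the interval at L4 overlaps all the others. B0361.9 is listed on chromosome III from 7298348 to 7299643, on the reverse strand within the span of B0361.2, which lies on the forward strand from 7293632 to 7308364. B0361.9 stood at 43.5, 25.6, 30.6 and 25.4 FPKM from L1 to L4, and B0361.2 at 3.92, 2.96, 3.68 and 5.90. The values of B0361.9 at L1 and L3 lie above their own intervals (32.6 to 41.5 and 22.5 to 29.2), so its level is uncertain. By rank, K12H4.4 stood between 1986 and 2542 and B0361.9 between 2289 and 3631 among the protein-coding genes detected at a stage. Neither these genes nor K06A9.1 differed by 2-fold between adjacent stages with intervals apart. The sources used here do not state that reads were assigned by strand, so reads of B0361.9 and B0361.2 cannot be separated where their exons meet.

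**Figure D2:**
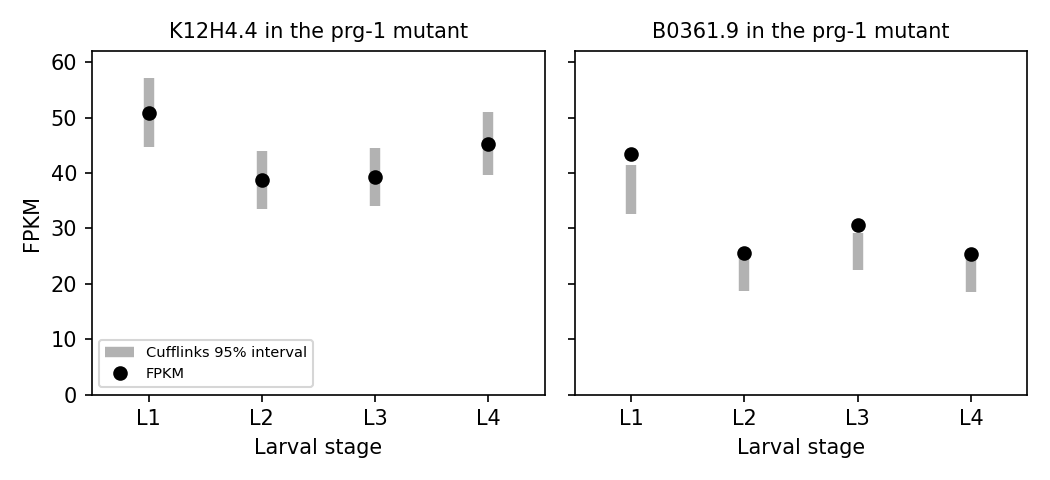
FPKM of K12H4.4 (left) and B0361.9 (right) in the *prg-1* mutant at L1, L2, L3 and L4 (horizontal axis), 1 library per stage. Points are the FPKM and grey bars the 95% intervals of Cufflinks, and the points of B0361.9 at L1 (43.5) and L3 (30.6) lie above their bars.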

K12H4.4 and B0361.9 are both implicated in the development of *C. elegans*.

**Figure 8:**
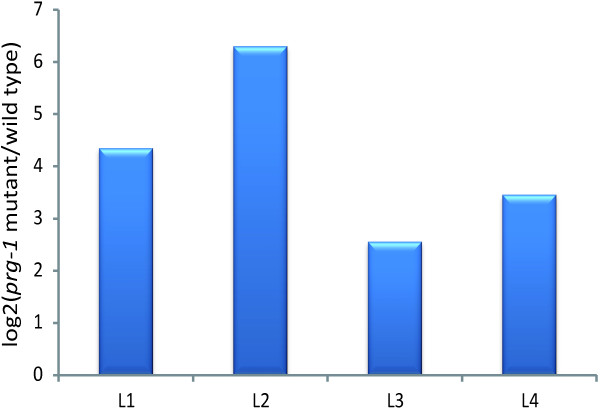
**Fold change of a target, K06A9.1, in L1-L4.** miR-63-3p, miR-66-5p, miR-87-3p, miR-233-3p and miR-234-3p were decreased after mutation of *prg-1*. Their target, K06A9.1, showed an increase of more than twofold of that in L1-L4. *prg-1* mutant and wild type indicate the expression of K06A9.1 in the *prg-1* mutant and wild type, respectively.

## Discussion

### Composition of other small RNAs

Our results included small RNAs that were not the focus of the current study, such as rRNAs (ribosomal RNAs), tRNAs (transfer RNAs), and snoRNAs (small nucleolar RNAs), as well as small RNA precursors and degradation products. In Figure 1, these RNAs (termed “other”) in the *prg-1* mutant had remarkable decreases in all stages relative to the wild-type *C. elegans*. It is likely that our results included types of small RNAs that have not yet been recognized, and these unknown small RNAs may have disappeared in the *prg-1* mutant. Alternately, the difference may be explained by the processes for preparing the small RNAs and sequencing.

### 22G-like and 26G-like small RNAs

In wild-type *C. elegans* (Figure 1A), the proportion of 21U-RNAs was reduced between the L1 and L2 stages. This phenomenon could be explained by an absence of expression of novel 21U-RNAs and prioritizing the degradation of 21U-RNAs during that period or to the fact that the rate at which 21U-RNAs were generated was less than the speed of their degradation. Either explanation would lead to an overall reduction in 21U-RNAs.

The present report has demonstrated that 21U-RNA-mediated silencing in the *C. elegans* germline results in secondary siRNA-dependent silencing of a ‘piRNA sensor’ [35]. Thus, the 21U-RNA-mediated silencing pathway completes the supervisory function through a secondary siRNA, known as 22G-RNAs which are RNA-dependent RNA polymerase (RdRP)-generated RNAs [35, 37]. 22G-RNAs are predominantly 22 nt in length and contain a 5′-G that is triphosphorylated [38]. As our data indicate, we only obtained 5′-monophosphate small RNAs; and no 22G-RNAs were detected, so we defined these 22 nt small RNA which selected by the targets of 22G-RNAs as 22G-like small RNA. 26G-like small RNAs also defined in a similar method. However, as the wild-type results show in Figure 1A, the expression of 22G-like small RNAs gradually increased during development, as did the expression of 21U-RNAs. Therefore, it was probable that some 5′-monophosphate 22G-RNAs were present and participated in downstream regulation of the 21U-RNA-mediated pathway.

There are two distinct classes of 26G-RNAs in *C. elegans*. One class is enriched in oocytes and embryos and associates with ERGO-1 [12, 15, 39]. The other class associates with ALG-3 and ALG-4 during spermatogenesis[10, 15]. Both classes are thought to function by triggering the formation of 22G-RNAs and subsequent silencing of target mRNAs [24, 40]. In wild-type *C. elegans*, the expression of 26G-like small RNAs first decreased and then increased as development progresses. A similar expression pattern was also observed in the *prg-1* mutant; however, the expression was lower than that of the wild type. Interestingly, in the *prg-1* mutant, the expression of 22G-like small RNAs increased during development (Figure 1B). If the *prg-1* mutation is present, the 21U-RNA-mediated pathway should be blocked, and the expression of 22G-like small RNAs, which are expressed downstream of this pathway, should decrease. However, the *prg-1* mutation did not affect the 26G-RNA-mediated pathway because the expression pattern of the 26G-RNAs did not change. The downstream 22G-like small RNAs were expressed normally and increased during development in the *prg-1* mutant.

### PRG-1-dependent, down-regulated miRNAs and 21U-RNAs are responsible for 1/3 of the expression of the substantially up-regulated genes

Approximately 60 ~ 70% of the significantly altered genes exhibited up-regulation after the mutation of *prg-1*. Of these, 1/3 were induced by the down-regulated miRNAs and 21U-RNAs. The remaining substantially up-regulated protein-coding genes might be directly regulated by the PRG-1 protein; the target genes of the small RNAs could regulate the other mRNAs. The internal control network of *C. elegans* is complex and cannot be fully explained by the *prg-1* pathway alone.

## Conclusions

We analyzed small RNAs (from embryo, L1, L2, L3, L4, and young adult) and mRNAs (from L1, L2, L3, and L4) in a *prg-1* mutant using high-throughput sequencing. By analyzing wild-type small RNAs and mRNAs of the corresponding stages found in the NCBI database, we found decreased miRNA and 21U-RNA levels in six stages after mutation of *prg-1*. In the *prg-1* mutant, approximately 3% of the protein-coding genes showed differential expression, of which approximately 60 ~ 70% exhibited up-regulation. Approximately 1/3 of the substantially up-regulated protein-coding genes were target genes of the down-regulated miRNAs and 21U-RNAs.

## Methods

### Small RNA and mRNA preparation and high-throughput sequencing

The nematode strain used in this study was the *C. elegans prg-1* mutant (*wm161*). Worms were cultured with the bacterial strain OP50 on nematode growth medium. All strains were grown at 20°C.

As described by Deng *et al*. [41], we collected small RNAs (embryo, L1, L2, L3, L4, and young adult) and mRNAs (L1-L4) at different stages. Total RNA was extracted from each of the six different developmental stages using the Trizol protocol. Small RNAs were size-selected by gel electrophoresis, and we used poly(A) to extract L1-L4 mRNA. Then, we submitted small RNAs from six stages and mRNA from four stages for high-throughput sequencing.

### Small RNA classification

First, we removed the sequences with lengths <18 nt and removed the simple repeat sequences that had a single-base content greater than 85%. Then, small RNAs were mapped to the *C. elegans* genome (ce10), with allowances for 0 mismatches using the software Bowtie.

The known miRNAs were selected from the perfectly mapped small RNAs using miRDeep2 [30]. 21U-RNAs were assessed using perfect matching to known 21U-RNAs from the perfectly matched small RNAs. We predicted the novel 21U-RNAs as Bagijn *et al*. described [35]. We also selected type 2 21U-RNAs [42].

The small RNAs that remained after we removed the miRNAs and 21U-RNAs were classified as described by Zhang *et al*. [38]. Briefly, published targets of different class siRNAs were parsed. The target genes of WAGO-1-12-associated 22G-RNAs [11] and of CSR-1-associated 22G-RNAs [14] were used to select 22G-like small RNAs. The target genes of ERGO-1 [12] and of ALG-3/4-associated 26G-RNAs [10, 15] were used to select the 26G-like small RNAs. The NRDE-like small RNAs were those that were identical to the NRDE-3-associated siRNAs [38]. The remaining perfectly mapped small RNAs were called ‘others’.

We used DEGseq [31] and GFOLD [32] to analyze miRNAs expression. We chose miRNAs which had more than two-fold difference in expression (P < 0.001, q < 0.01 of Storey) from DEGseq, and miRNAs which had more than two-fold difference in expression (GFOLD score > 0 for up-regulation and GFOLD score < 0 for down-regulation) from GFOLD outcomes. Then we obtained the intersection of up-regulated miRNAs and down-regulated miRNAs for each stage from the chosen miRNAs, respectively. 21U-RNAs (known 21U-RNAs) reads were normalized to the total known miRNA reads. Almost all of 21U-RNAs could not be detected after *prg-1* mutation, so we considered these 21U-RNAs were down-regulated. We considered 21U-RNAs expression if the expression is greater than 1 after normalization.

### mRNA data analyses and target gene screening

We used eight sets of mRNA data. The wild-type mRNAs (L1-L4) were downloaded from the NCBI database (GSE22410) [23]. The other four sets consisted of our sequencing data. Tophat and Cufflinks [43] were used to assemble the wild-type and *prg-1*-mutant mRNAs. Cuffdiff and DEGseq [31] were used to calculate the differential expression of protein-coding genes with and without the *prg-1* mutation, and we selected genes which had more than two-fold difference in expression (P < 0.05, q < 0.01 of Storey) from DEGseq outcomes. The intersection of genes which we selected from DEGseq outcomes and genes which had more than two-fold difference in expression (P < 0.05) from Cuffdiff outcomes was defined as differentially expressed genes. The following analyses were based on P < 0.05 and q < 0.01 of Storey.

The list of miRNA target genes was downloaded from microRNA.org. The target genes of the down-regulated miRNAs were chosen when five or more miRNAs had the same target genes. We predicted 21U-RNA candidate target genes in the *C. elegans* mRNAs and allowed for up to three mismatches [35].

### Gene ontology analyses

The up-regulated genes with P < 0.05 (q < 0.01 of Storey) were selected from the target genes of the down-regulated miRNAs and 21U-RNAs. The selected genes were input into DAVID [33, 34], which sorted these genes into functionally related clusters. The clusters with an enrichment score greater than 1 were chosen. The P < 0.05 GO terms were selected from the high enrichment score clusters.

### Availability of supporting data

The small RNAs and mRNAs data of wild type used in this study were downloaded from NCBI gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number: GSE22410 and GSE11738; and small RNAs and mRNAs data of the *prg-1* mutant were deposited in the Gene Expression Omnibus with the following accession number: GSE56274. The additional files and information are available at the website: http://www.regulatoryrna.org/pub/cel_smallRNA/index.html.

## Electronic supplementary material

Additional file 1: Table S1: – miRNA expression after *prg-1* mutation. **Table S2** – miRNA expression during development. **Table S3** – Expression of protein-coding genes after *prg-1* mutation (P < 0.05, q < 0.01 of Storey).

Additional file 2: Figure S1: GO analysis for the targets of down-regulated miRNAs in all developmental stages. We selected the targets of the miRNAs which are down-regulated in all developmental stages and analyzed the functions of these targets by DAVID. Counts indicated the genes in GO terms.

Additional file 3: **The novel 21U-RNAs.**

# Supplementary material for: The influences of PRG-1 on the expression of small RNAs and mRNAs
**Source:** BMC Genomics. 2014 Apr 30;15(1):321. doi: 10.1186/1471-2164-15-321
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: – miRNA expression after prg-1 mutation. Table S2 – miRNA expression during development. Table S3 – Expression of protein-coding genes after prg-1 mutation (P < 0.05, q < 0.01 of Storey).

Table S1 miRNA expression after *prg-1* mutation

	Embryo	L1	L2	L3	L4	Young adult
**Expressed miRNAs**	227	219	217	223	220	205
**up**	33	30	34	30	31	27
**down**	86	80	77	71	89	87
**up(%)**	14.54	13.70	15.67	13.45	14.09	13.17
**down(%)**	37.88	36.53	35.48	31.84	40.45	42.44
**changed (%)**	52.42	50.23	51.15	45.29	54.54	55.61

Table S2 miRNA expression during development

	wild type					<i>prg-1</i> mutant				
	L1/Embryo	L2/L1	L3/L2	L4/L3	YA/L4	L1/Embryo	L2/L1	L3/L2	L4/L3	YA/L4
**Expressed miRNAs**	208	201	205	208	206	224	223	212	209	203
**up**	39	28	30	33	59	35	13	19	12	12
**non**	112	154	152	158	95	141	203	181	178	190
**down**	57	19	23	17	52	48	7	12	19	1
**up(%)**	18.75	13.93	14.63	15.87	28.64	15.63	5.83	8.96	5.74	5.91
**non(%)**	53.85	76.62	74.15	75.96	46.12	62.94	91.03	85.38	85.17	93.60
**down(%)**	27.40	9.45	11.22	8.17	25.24	21.43	3.14	5.66	9.09	0.49

Table S3 Expression of protein-coding genes after *prg-1* mutation (P<0.05, q<0.01)

	L1	L2	L3	L4
**total genes**	16111	15998	15976	16220
**changed genes**	584	573	564	974
**up**	407	377	346	718
**down**	177	196	218	256
**changed genes(%)**	3.62	3.58	3.53	6.00
**up(%)**	69.69	65.79	61.35	73.72
**down(%)**	30.31	34.21	38.65	26.28

How the deposited data were processed for this re-analysis (not part of the article)

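The libraries analysed here are 4 mRNA libraries of the *C. elegans prg-1* mutant, 1 from whole worms at each of the larval stages L1, L2, L3 and L4, grown at 20°C. The authors selected RNA by its poly(A) tail, mapped the reads with TopHat2 (2.0.8) and estimated expression with Cufflinks (2.1.1), according to the submitters' processing notes, which name genome build ce10. The annotation version, the treatment of reads with several matches and any use of strand are not given in the sources used here. The authors' deposited values are FPKM per gene (fragments per kilobase of transcript, scaled to the mapped fragments of the library), with the lower and upper bound of a 95% interval in the same unit and a status for each estimate. Small RNA libraries and wild-type libraries were not analysed here, so no comparison of mutant with wild type was computed.

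From these files the following was computed with Python (3.11.15), numpy (2.4.6), pandas (2.3.3), scipy (1.17.1) and matplotlib (3.10.9). Of the 46096 listed genes, 44817 were matched to the RefSeq gene table by their sequence name and others through the WBcel235 annotation, so that 45690 had a biotype and 406 had none. 19519 were protein-coding. Coordinates are given as the files list them, counted from 1, and those of *prg-1*, *prg-2*, K06A9.1, K12H4.4 and B0361.9 are not the same as in the WBcel235 annotation. A protein-coding gene was taken as detected at an FPKM above 0. Adjacent stages were compared by a rule of size, a log2 difference of at least 1 between FPKM values with a pseudocount of 1, an FPKM of at least 1 in one of the stages, and Cufflinks intervals that did not overlap. Differences on this scale understate those of genes at low levels. No p-value was computed, since each stage has 1 library. The rule, the alternatives to it, 23 gene lists and the rule for named genes were set before the data were examined. For each list the median log2 difference between adjacent stages was set against 10000 random lists of the same size matched on mean expression in 10 bins, as a description of these libraries. Named genes are those the paper names for mRNA or as Argonautes, the 10 genes with the largest difference in each direction between adjacent stages, up to 4 members of each list with the highest mean FPKM, and the 5 genes with the highest FPKM in each library. Genes named outside this rule were chosen after their values were seen. These are *wago-2*, *wago-4*, *dct-16*, C05G5.7, *dpy-4*, *col-125*, *mlt-10*, *nhr-23*, *lin-14*, *lin-28*, *lin-29*, *gld-1*, *hsp-16.1*, *hsp-16.49*, other list members named for meeting the rule of size, and the genes given by size without failed estimates.

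The relative depth of the libraries was recovered from the commonest ratio between libraries of values below 1 FPKM, at which 518 to 585 genes stood. The interval of each value gives the precision within a library, and the spread between worms or cultures is unknown. The steps were tested on simulated data. In a simulated pair made from the L1 library with 11047 genes, the rule called 88.0% of genes lowered 3-fold, 96.0% of genes raised 3-fold and 0.04% of unchanged genes. The simulated noise came from the widths of the intervals, and each interval was centred on its value. Failed estimates, values outside their interval and the spread between cultures were not simulated. These rates therefore do not give the error of calls between the real stages. Of 100 simulated lists raised by a log2 difference of 1, all lay beyond the bounds of the random lists (percentiles 2.5 and 97.5), and 5 of 100 lists left as they were did so. The simulated lists were themselves drawn at random, so about that share of unaltered lists follows from the bounds. It gives no error rate for lists of related genes, whose members can vary together or share reads. Alternatives changed the pseudocount, the filter, the scaling, the use of the intervals, the fold and the threshold of detection. After the data were seen, 2 more were added, which leave out failed estimates and genes whose FPKM lies outside its interval.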

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

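The tests of explanations in this part, on *prg-2*, wild-type worms, older worms and shared reads, were chosen after the values were seen, and the list medians and the rule of size were not. The results here concern genes whose mRNA levels the paper does not discuss. Transcripts of *prg-1*, the gene mutated in the strain, had a level above 0 in each library, at 11.0 FPKM at L1, 11.7 at L2, 13.0 at L3 and 23.6 at L4, with no control library to compare. Reads of *prg-2* assigned to *prg-1* would keep the levels of both genes in 1 ratio if they were split in a constant share. The ratio was 2.25 at L1, 1.72 at L2, 1.30 at L3 and 1.21 at L4. The lowest ratio the intervals allow at L1 (1.66) lies above the highest they allow at L4 (1.53). This argues against a constant split of *prg-2* reads as the whole source. The treatment of reads with several matches is not given, so a split that changed between libraries stays open. Wild-type worms in the samples and a transcript of the altered allele cannot be told apart from these files, since they hold 1 value per gene (at least 11.0 FPKM) and none for the altered part. The paper reports that 21U-RNAs were nearly absent from its small RNA libraries of this mutant, which goes with the genotype named, and those libraries were not analysed here.

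The major sperm protein genes, which encode the cytoskeletal protein of sperm, were higher at L1 than at L2. The median log2 difference at L2 against L1 over 35 genes was -2.77 (-3.75 with a pseudocount of 0.1). They were higher again at L4, with 2.22 against L3 (3.97 with that pseudocount). Their summed FPKM was 368.0, 20.6, 7.85 and 164.7 from L1 to L4. By point values, older hermaphrodites with the profile of the L4 library could not bring the sum at L1, which was 2.23 times that at L4. By the intervals they could, since the sum was at least 133.9 at L1 and at most 188.3 at L4. With that much major sperm protein RNA, worms of this profile would bring a summed vitellogenin FPKM of 583.9. The measured sum was 14.7, or 0.0252 of that level. The share was at most 0.0976 by the intervals, since 21 of the 35 genes have an uncertain FPKM above its own interval at L1. This argues against worms of that profile as the whole source. It does not cover older hermaphrodites of another profile, with less vitellogenin RNA beside their major sperm protein RNA. The vitellogenins also stood higher at L1 than at L2, with summed FPKM of 14.7 against 1.85. By the rule, 2 of 6 were lower at L2. Their median log2 difference was -0.75 (-1.92 with a pseudocount of 0.1). Over the 3 members at an FPKM of at least 1 in either stage it was -2.08. These 3 passed that filter by their level at L1 alone, which favours a larger drop. A smaller share of RNA of the L4 profile therefore stays open. Reads shared within the family would leave its summed FPKM about as it is, provided that each read was counted once in all. The sum at L1 was 17.9 times that at L2 and at least 3.49 times by the intervals. This follows the drop of the members already given, and it argues against sharing among these 35 genes as the whole source. Which members carry the signal stays uncertain, and reads shared with loci outside the list were not tested. The 15 spermatogenesis genes, none of the family, had a median of -0.27 at L2 against L1 (-0.79 with a pseudocount of 0.1). Over the 6 members at an FPKM of at least 1 it was -0.64, at percentile 3.41. Each of these medians lay within the bounds of the random lists. Of the 15 genes, 4 had intervals at L1 wholly above those at L2, and their summed FPKM was 13.3 and 7.14. RNA of males or of sperm in the L1 sample and a difference of the stage itself were not tested.

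The vitellogenin genes, which encode yolk proteins, had a median log2 difference of 4.90 at L4 against L3 (7.43 with a pseudocount of 0.1). All 6 were higher by the rule of size.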

How the results depend on the processing

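No paired analysis was possible because each stage has 1 library. Each count of genes, and the number of list medians beyond the bounds of the random lists (33 of 69, and 33 to 35 under the alternatives), stayed within 1.5 times its value apart from those named here. At 4-fold in place of 2-fold, 469 genes were higher and 126 lower at L2 than L1, 44 and 52 at L3 than L2, and 186 and 34 at L4 than L3, fewer by construction. Without the intervals, which adds genes by construction, 358 genes were higher at L3 than L2 and 205 were lower at L4 than L3. The filter on low values changed no count, since a pseudocount of 1 already asks for an FPKM of 1. Rescaled to a sum of 1000000, which multiplies the values by 0.807 to 0.820, K06A9.1 stood at 22.0, 29.2, 20.2 and 17.8 and K12H4.4 at 41.3, 31.6, 32.2 and 36.5 from L1 to L4. After median-ratio rescaling, which multiplies the values by 1.01 to 1.02 at these stages and would carry the intervals with them, B0361.9 stood at 26.0, 31.1 and 25.9 at L2, L3 and L4. The medians themselves depend on the pseudocount, and with 0.1 in place of 1, which shrinks low values less by construction, those at L4 against L3 were 0.87 for the Argonautes, 7.43 for the vitellogenins and 3.97 for the major sperm proteins, those at L3 against L2 -1.09 for the major sperm proteins, -0.53 for the collagens and 0.50 for the germline genes, and those at L2 against L1 -1.92 for the vitellogenins and -0.81 for the stress genes. The spermatogenesis medians were then -0.79 at L2 against L1 and 0.89 at L4 against L3. Over members at an FPKM of at least 1 they were -0.64 at L2 against L1 (6 members) and -0.32 at L3 against L2 (3 members). All of these lay within the bounds. With members at an FPKM of at least 1, the medians at L3 against L2 were -0.77 for the major sperm proteins (7 members) and -0.59 for the collagens (139 members). That of the vitellogenins at L2 against L1 was -2.08 (3 members, which passed the filter by their level at L1). After median-ratio rescaling the medians at L2 against L1 were 0.20 for the Argonautes, -0.26 for the ribosomal proteins and -0.42 for the neuropeptides. With a pseudocount of 0.1, that of the major sperm proteins at L2 against L1 was -3.75 and that of the germline genes at L4 against L3 was 1.04. Of the medians within the bounds, those at L3 against L2 of the Argonautes (0.18) and the vitellogenins (-0.69) passed them with a pseudocount of 0.1, and that of the spermatogenesis genes at L4 against L3 passed the upper one after median-ratio rescaling (0.34, percentile 97.9) and reached it without failed estimates. The median of the intestinal genes at L3 against L2 was 0.29 without failed estimates, within the bounds. None of the medians beyond the bounds changed sign under the alternatives tried. Within the bounds 3 did, the Piwi pathway at L2 against L1 (0.02 after median-ratio rescaling), the miRNA pathway at L2 against L1 (-0.08 without failed estimates) and the stress genes at L3 against L2 (0.02 with members at an FPKM of at least 1). The vitellogenins at L3 against L2 had no member left at an FPKM of at least 1. Median-ratio rescaling moved the log2 difference of L2 against L1 by 0.11 for genes at high levels and by less at low levels, where the pseudocount weighs more. Without failed estimates, chosen after the data were seen, 69 genes were lower at L4 than L3 in place of 96. Depth was alike in the 4 libraries. What limits every comparison between stages is that each stage rests on 1 library, collected at an unstated time within the stage.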

Other observations

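In the *prg-1* mutant, by the rule of size, 929 protein-coding genes were higher and 355 lower at L2 than L1, 235 and 443 at L3 than L2, and 518 and 96 at L4 than L3, with 1 library per stage and no replicate check. The paper does not itself state when within a stage the worms were collected. Differences of the stage and of the time within it therefore cannot be told apart here. Of 178 cuticle collagen genes, 75 were higher and 34 lower at L2 than L1, 12 and 43 at L3 than L2, and 77 and 3 at L4 than L3, 1 of the latter 3 (*dpy-5*) by a failed estimate. Their summed FPKM was 29178, 81409, 60121 and 75053 from L1 to L4. *dpy-4* stood at 227.4, 4146, 2271 and 3409 FPKM, and *col-125* at 682.2, 4125, 1991 and 3327, all above their own intervals and so uncertain. Of 15 molting genes, 5 were higher and 3 lower at L2 than L1, 1 of the 3 (*mlt-8*) by a failed estimate, with *mlt-10* at 13.5, 137.9, 90.2 and 143.5 FPKM and *nhr-23*, a nuclear receptor of the molting cycle, at 54.8, 25.0, 39.4 and 32.4. At L3 against L2 *mlt-7* was lower, and at L4 against L3 *mlt-8* alone was higher, by a failed estimate. Of 13 heterochronic genes, which time larval development, 5 were higher and 1 lower at L2 than L1. *lin-28*, known from early stages, stood at 81.0, 25.2, 19.7 and 13.8 FPKM, *lin-14* at 45.4, 32.7, 23.2 and 19.2, *lin-42* at 105.9, 402.0, 261.1 and 308.1, and *lin-29*, a late transcription factor, at 2.62, 9.25, 10.0 and 19.4. Of 30 genes of the germline and oogenesis, 12 were higher at L4 than L3 and none lower, and the median log2 difference of 0.86 lies above those of all 10000 random lists. The helicase gene *glh-1* stood at 13.5, 25.1, 31.8 and 74.5 FPKM, *gld-1* at 10.3, 9.00, 15.8 and 35.0, *car-1* at 172.2, 155.0, 167.5 and 178.1, and *cgh-1* at 75.4, 64.6, 63.2 and 99.5. The vitellogenins *vit-6* and *vit-2* stood at 83.3 and 67.3 FPKM at L4 and below 1 at L2 and L3, and at 6.72 and 4.53 at L1. Of the major sperm protein list, *msp-52*, a pseudogene in the reference annotation, stood at 32.1, 1.58, 0.898 and 12.7 FPKM, of which those at L1 and L4 lie above their own intervals (4.20 to 12.6 and 1.09 to 7.62), so its level is uncertain, 31 of 35 members were lower at L2 than L1 and 29 were higher at L4 than L3. Of the 15 spermatogenesis genes, 2 (*gsp-3* and *spe-11*) were lower at L2 than L1 and 1 (*gsp-3*) was higher at L4 than L3, with median differences of -0.27, -0.01 and 0.33, all within the bounds of the random lists, and *gsp-3* at 2.28 and 1.46 FPKM at L1 and L4 and *spe-15* at 3.07, 3.60, 2.55 and 3.25. Vitellogenin, major sperm protein and collagen genes include near-identical copies that share reads. The values of *lin-42* at each stage, of *mlt-10* at L2, L3 and L4 and of *mlt-7* at L2 also lie above their own intervals and are uncertain.

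The 30 *flp* neuropeptide genes had median log2 differences of -0.53 at L2, -0.03 at L3 and -0.33 at L4 against the stage before. The first and last lie below all 10000 random lists, and no member met the rule of size. *flp-1* stood at 255.6, 161.4, 139.8 and 94.8 FPKM and *flp-24* at 162.1, 123.2, 134.5 and 93.2, all above its own intervals and so uncertain. Among 14 neuronal genes, *egl-3*, a convertase of neuropeptide precursors, stood at 374.7, 263.0, 209.3 and 172.3 FPKM. The median differences of the 14 genes were -0.16, -0.31 and -0.38, at percentiles 38.2, 0.43 and 0. *unc-31* of this list stood at 2412 FPKM at L1 with an interval from 4.14 to 11402, so that value carries no weight. Of 19 cell division genes none met the rule, with *pcn-1* at 107.0, 66.7, 52.4 and 57.6 FPKM. Their median differences were -0.36, -0.54 and 0.51, at percentiles 0.21, 0 and 100 of the random lists. Of 75 ribosomal protein genes those that met the rule did so by a failed estimate, with median differences of -0.37, 0.14 and -0.12 (percentiles 0, 88.2 and 1.265). Of 13 muscle genes none met the rule (median differences 0.32, 0.09 and -0.13, at percentiles 99.8, 49.95 and 14.9), with *lev-11*, a tropomyosin, at 1354, 1548, 1887 and 1595 FPKM. Of 12 intestinal genes, *pept-1* alone met it, by failed estimates, and the median differences were -0.18, 0.10 (0.29 without failed estimates) and 0.03. Of 15 stress genes, 5 were lower at L2 than L1, all small heat shock genes of the *hsp-16* family, which has near-identical copies. *hsp-16.1* stood at 72.2, 24.1, 16.9 and 11.8 FPKM and *hsp-16.49* at 48.2, 12.1, 6.42 and 5.59, whereas *hsp-6* stood at 348.5, 349.4, 458.2 and 337.0. All values of *hsp-16.1* and *hsp-6*, and those of *hsp-16.49* at L1 and L2, lie above their own intervals and are uncertain. The metallothionein gene *mtl-1* was higher at L3 than L2 and at L4 than L3, at 45.4, 33.7, 79.9 and 215.6 FPKM, all above its own intervals, and *sod-3* was higher at L3 than L2, at 19.6 against 5.66 FPKM.

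Of the 14 measured genes of the Piwi and piRNA pathway none met the rule, and their median differences were -0.06, 0.26 and 0.60. Those at L3 and L4 lay at percentiles 99.45 and 99.98 of the random lists. In these whole worms the germline and oogenesis list also had positive medians at the same steps, 0.33 and 0.86, both at percentile 100. The median differences of the 22 Argonautes at L2 and L3 were 0.10 and 0.09. For 9 genes of the miRNA pathway they were 0.03, -0.19 and -0.00, and only *ain-1* met the rule, by failed estimates at L1, L3 and L4. For 17 genes of the siRNA and RNAi pathway they were -0.21, 0.01 and 0.05, with none meeting the rule and *rde-4* at 30.1, 20.2, 21.8 and 21.6 FPKM, the first above its own interval. For 10 genes of body size and growth they were 0.02, -0.04 and -0.02, with *lon-1* at 120.3, 85.3, 87.7 and 94.0 FPKM. For 14 genes of life span they were -0.15, -0.11 and -0.04, with *skn-1* at 140.8, 123.2, 117.2 and 106.4 FPKM, and for the 3 targets named by the paper -0.39, 0.02 and -0.15. All medians of the miRNA, siRNA, body size and life span lists and of the named targets lay within the bounds of the random lists. Of 72 histone genes, whose copies share reads, 1 was higher in each comparison, and the medians were 0.43, 0.36 and 0.34. The libraries were made from poly(A) RNA, so any histone transcripts without such a tail would be sampled poorly. The median member stood at 1.97, 3.07, 5.46 and 8.13 FPKM from L1 to L4, whereas *his-24* and *his-72* stood at 373.1 and 322.5 at L1. The summed FPKM of the 72 genes was 1755, 1652, 1546 and 1578 from L1 to L4, lower at L2 and at L3. Medians and sums also differed in sign for the stress genes at L3 and L4 (medians -0.12 and -0.17, sums 781.4, 967.9 and 1030.4 from L2 to L4) and, at medians between -0.11 and 0.02, for the siRNA genes, life span genes and named targets at L3, the heterochronic genes at L4 and the genes of body size at L2. Of the mitochondrial genome 3 genes were matched, *ctb-1* and the rRNA genes MTCE.7 and MTCE.33, with medians of -0.41, 0.04 and -0.15. The medians at L2 and L3 are the differences of MTCE.33, so they do not describe mitochondrial mRNA. *ctb-1* stood at 3050, 2766, 3690 and 3316 FPKM, with differences of -0.14, 0.42 and -0.15, and its value at L3 lies above its own interval. All values of MTCE.7 lie above their own intervals. The highest values in each library belong to short non-coding RNAs, led by F56D12.10 of 124 bases at 45300, 38836, 41915 and 38006 FPKM. M01D7.11 of 97 bases at 23346 FPKM at L1 lies far above its own interval of 360.5 to 459.2. So do T04C12.26 at 18324 FPKM at L1 (1176 to 1334) and Y65B4BM.2 at 19108 FPKM at L2 (76.6 to 134.7). The order of these short RNAs by abundance is therefore uncertain.

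Among the 10 largest differences in each direction, 9 of the 10 genes higher at L2 than L1 had a failed estimate, and so had all 10 in each of the other directions and comparisons. Of the entries at 0 of protein-coding genes with an FPKM of at least 50 in another library, 76 of 83 (91.6%) carry the status of a failed estimate, in a test chosen, like the next, after the values were seen. *rps-2* is listed at 0 at L2, with 2486, 2129 and 2035 FPKM in the other libraries. Likewise *rpl-27* is listed at 0 at L4 and *vha-10* at L3. Against too few reads as the source stands that the 65 protein-coding genes with a failed estimate in some libraries had a median highest FPKM of 156.3 in the others. A failed quantification is thus the candidate explanation for the 76 entries, and the others stay open.

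Without failed estimates and values outside their interval, a choice made after the data were seen, the largest differences at L2 against L1 include those of *abu-6* (2.26 and 81.9 FPKM at L1 and L2) and *abu-14* (25.2 and 634.8) among higher genes, and of the collagen genes *col-175* (25.6 and 0.499), *col-122* (23.0 and 0.554) and *col-81* (18.5 and 0.320) among lower ones. At L3 against L2, the collagen gene *col-149* stood at 664.7 against 139.2 FPKM and the neuronal transcription factor gene *cnd-1* at 0.297 against 6.58. At L4 against L3, *col-181* stood at 72.0 against 0.584 FPKM and *grl-23* at 122.5 against 2.35. The linker histone gene *hil-7* was lower in both of the later comparisons, at 80.9 FPKM at L2, 17.2 at L3 and 4.62 at L4.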
